# Transcriptomics Modeling of the Late-Gestation Fetal Pituitary Response to Transient Hypoxia

**DOI:** 10.1371/journal.pone.0148465

**Published:** 2016-02-09

**Authors:** Charles E. Wood, Eileen I. Chang, Elaine M. Richards, Maria Belen Rabaglino, Maureen Keller-Wood

## Abstract

**Background:**

The late-gestation fetal sheep responds to hypoxia with physiological, neuroendocrine, and cellular responses that aid in fetal survival. The response of the fetus to hypoxia represents a coordinated effort to maximize oxygen transfer from the mother and minimize wasteful oxygen consumption by the fetus. While there have been many studies aimed at investigating the coordinated physiological and endocrine responses to hypoxia, and while immunohistochemical or *in situ* hybridization studies have revealed pathways supporting the endocrine function of the pituitary, there is little known about the coordinated cellular response of the pituitary to the hypoxia.

**Results:**

Thirty min hypoxia (from 17.0±1.7 to 8.0±0.8 mm Hg, followed by 30 min normoxia) upregulated 595 and downregulated 790 genes in fetal pituitary (123–132 days’ gestation; term = 147 days). Network inference of up- and down- regulated genes revealed a high degree of functional relatedness amongst the gene sets. Gene ontology analysis revealed upregulation of cellular metabolic processes (e.g., RNA synthesis, response to estrogens) and downregulation of protein phosphorylation, protein metabolism, and mitosis. Genes found to be at the center of the network of upregulated genes included genes important for purine binding and signaling. At the center of the downregulated network were genes involved in mRNA processing, DNA repair, sumoylation, and vesicular trafficking. Transcription factor analysis revealed that both up- and down-regulated gene sets are enriched for control by several transcription factors (e.g., SP1, MAZ, LEF1, NRF1, ELK1, NFAT, E12, PAX4) but not for HIF-1, which is known to be an important controller of genomic responses to hypoxia.

**Conclusions:**

The multiple analytical approaches used in this study suggests that the acute response to 30 min of transient hypoxia in the late-gestation fetus results in reduced cellular metabolism and a pattern of gene expression that is consistent with cellular oxygen and ATP starvation. In this early time point, we see a vigorous gene response. But, like the hypothalamus, the transcriptomic response is not consistent with mediation by HIF-1. If HIF-1 is a significant controller of gene expression in the fetal pituitary after hypoxia, it must be at a later time.

## Introduction

The late-gestation fetal sheep responds to hypoxia with physiological, neuroendocrine, and cellular responses that aid in fetal survival [1–4]. The fetal pituitary also plays a critical role in the initiation of parturition in this and ruminant species [5, 6]. The response of the fetus to hypoxia represents a coordinated effort to maximize oxygen transfer from the mother and minimize wasteful oxygen consumption by the fetus. The cardiovascular response to fetal hypoxia features a redistribution of fetal combined ventricular output with increased blood flow to the brain and pituitary [7]. Although this response minimizes the loss of oxygen delivery to the tissue, it is unlikely to prevent cellular oxygen deprivation. While there have been many studies aimed at investigating the coordinated physiological and endocrine responses to hypoxia, and while immunohistochemical or *in situ* hybridization studies have revealed pathways supporting the endocrine function of the pituitary [8–11], there is little known about the coordinated cellular response of the pituitary to the hypoxia.

In the present study, we assess pituitary responses to hypoxia using a systems biology-based analysis of the transcriptomics responses. We propose that systems modeling can be used to detect the cellular response to hypoxia and that this modeling methodology will reveal cellular oxygen deprivation as expected based on the physiological data. We have successfully used this approach to identify hypothalamic responses to hypoxia in late-gestation fetal sheep, using systems analysis to identify important cellular responses that are not biased by focus on one group of neurons or cellular phenotype. We reported, for example, that few genes accounting for the hypothalamic transcriptomics response to hypoxia were transcriptionally controlled by HIF-1 [3].

## Results

Infusion of nitrogen into the maternal trachea decreased fetal P_a_O_2_ from 17.0±1.7 to 8.0±0.8 mm Hg. Maternal hyperventilation in response to the hypoxia decreased fetal P_a_CO_2_ from 50.3±1.9 to 46.8±1.9 mm Hg and increased fetal pH_a_ from 7.40±0.01 to 7.42±0.01. In the normoxic fetuses, P_a_O_2_, P_a_CO_2_, and pH_a_ were 18.7±1.8 mm Hg, 51.7±0.7 mm Hg, and 7.37±0.01, respectively.

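RNA from the whole pituitaries of 8 fetal sheep was hybridised to Agilent 1-colour ovine arrays of 15008 probes, 1 array per fetus. 4 fetuses were exposed to hypoxia for 30 min and killed 60 min after its onset, and 4 normoxic fetuses were handled in the same way without nitrogen. Each group held 3 males and 1 female, and each of 2 slides carried 2 arrays of each group. Gestational age was 130.8 ± 1.26 days in the hypoxia group and 126.5 ± 2.65 days in the normoxia group (SD, n = 4 each; exact permutation test, two-sided, p = 0.0571). The median spot signal was 229.5 to 295 on the hypoxia arrays and 309 to 380.5 on the normoxia arrays, so that every hypoxia array was dimmer than every normoxia array (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). Between 79.45% and 83.4% of the probes were well above background on the hypoxia arrays and between 83.1% and 85.5% on the normoxia arrays. The authors deposited the scanner's spot intensities and a table of background-corrected, quantile-normalized log2 values. Here the spot intensities were corrected with limma's normexp method with an offset of 50 and quantile normalized, and spots of the same probe were averaged. A probe was retained when it was at least 1.1 times as bright as the 95th percentile of the negative controls on at least 3 arrays, which left 13036 probes. The offset and the statistic of the negative controls are not named in the methods, and both can change which dim probes enter. Of the 15008 probes, 1440 could be paired with a gene name, so most changed probes are counted without a name. The number of arrays limits the precision of the differences.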

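With limma's moderated test at an unadjusted p of 0.05 or below, 973 probes were higher and 1430 were lower after hypoxia, where 652 of the 13036 probes would be expected by chance. These stand for 955 and 1415 distinct target sequences. After Benjamini-Hochberg adjustment 3 probes had a limma p under 0.05, all lower after hypoxia, and 316 had one under 0.1. The smallest adjusted p was 0.0298. The median size of the difference among the called probes was 0.34 log2 units, and 19 rose and 21 fell by at least 1 log2 unit. The 4 hypoxia arrays did not overlap the 4 normoxia arrays for 1322 probes, or 10.1%, where chance gives 2.86%. The split between higher and lower probes depended on the scaling, since with each array scaled to a common 75th percentile 979 probes were higher and 976 lower. The array brightness covariate, added after the data were seen, moved the counts most, to 263 higher and 288 lower. With gestational age as a covariate, 373 probes were higher and 445 lower. From such probes the paper builds its networks of up- and downregulated genes, and states that both sets can be organized into single networks.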

Hypoxia upregulated 595 genes and downregulated 790 genes in the pituitary (Fig 1). Both the upregulated and downregulated genes could be organized into single networks (Fig 1: downregulated–green; upregulated–red). The parameters of the inferred networks are reported in Table 1. Interestingly, nearly all of the differentially regulated genes could be organized into networks (n = 576 upregulated and n = 790 downregulated genes) when genes were connected by functional parameters, including genetic and physical interactions or if genes belonged to the same pathway or shared protein domain (Table 1). Furthermore, inference of the networks on the basis of “genetic interaction” alone also included most of the upregulated (n = 520) and downregulated (n = 694) genes (Table 1).

**Fig 1:**
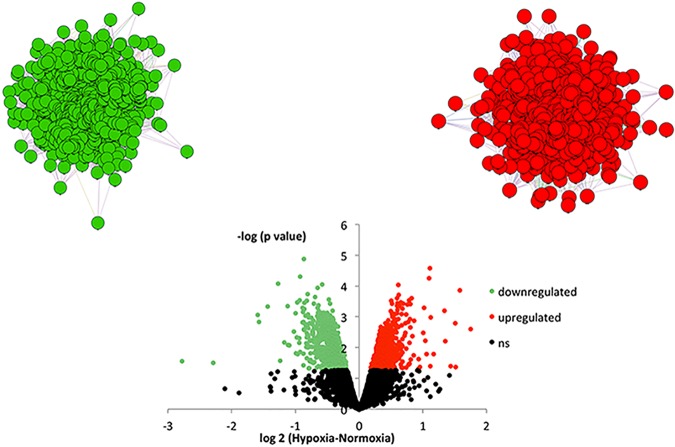
Volcano plot illustrating increases and decreases in pituitary gene expression in hypoxic versus normoxic fetuses. Differences between groups are represented on the x-axis as differences in expressed in values of logarithm of 2. Probability values are represented on the y-axis as values of logarithm of 10. Points drawn above the dashed line are statistically significant (*P*<0.05). Statistically significant increases in gene expression are shown in red and statistically significant decreases in gene expression are shown in green. Above the volcano plot are inferred networks of the upregulated (red) and downregulated (green) genes, plotted as force-directed layouts of the networks.

**Table 1:** Parameters of inferred networks of up- and down-regulated genes.

Number of Inference Parameters	7 Parameters		5 Parameters		1 Parameter	
Network Inference	Upregulated Genes	Downregulated Genes	Upregulated Genes	Downregulated Genes	Upregulated Genes	Downregulated Genes
# Nodes in Network	595	790	576	790	520	694
# Edges in Network	57772	103246	8314	16333	6992	13510
Co-Expression (% edges)	56.50	47.11	excluded	excluded	excluded	excluded
Physical Interactions (% edges)	26.12	44.09	78.15	85.59	excluded	excluded
Co-Localization (% edges)	10.29	5.84	excluded	excluded	excluded	excluded
Genetic Interactions (% edges)	5.27	1.72	15.8	11.48	100	100
Pathway (% edges)	1.38	0.85	4.38	2.00	excluded	excluded
Predicted (% edges)	0.24	0.22	0.87	0.55	excluded	excluded
Shared Protein Domains (% edges)	0.21	0.16	0.80	0.39	excluded	excluded

Hierarchical clustering of gene expression in the arrays revealed that, in general, the hypoxic pituitaries grouped separate from the normoxic pituitaries (Fig 2, top). 

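Clustering of 13014 retained probes, those with a value on every array, by Euclidean distance with complete linkage first joined hypoxia replicates 2 and 4, at a distance of 28.0. Hypoxia replicate 3 joined this pair at 40.8. The 4 normoxia arrays and hypoxia replicate 1 formed the other branch, which was complete at 38.4, and the branches met at 50.1. The mean distance of hypoxia replicate 4 was 36.5 to the other hypoxia arrays and 46.2 to the normoxia arrays. For normoxia replicate 4 the mean distance was 36.1 to the other normoxia arrays and 44.7 to the hypoxia arrays. With the slide effect removed before clustering, all 4 hypoxia arrays lay on branches that also held normoxia arrays. From this clustering the paper states that the groups were in general separate.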

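Hypoxia replicate 1, from a female fetus, joined normoxia replicate 3, the other female, at a distance of 31.3. Its mean distance was 34.5 to the normoxia arrays and 38.8 to the other hypoxia arrays. It lay with the normoxia arrays under 8 of the 10 alternatives of linkage, distance, probes, values and effects removed. With the sex effect removed, the groups lay on separate branches.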

One exception to this is that one of the hypoxia pituitaries was more closely related to the normoxic pituitaries. 

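The first principal component held 33.2% of the variance between the 8 arrays and the second 17.8%. Scores on the first component were 12.8 ± 12.4 for hypoxia and -12.8 ± 5.14 for normoxia (SD, n = 4 each), with no overlap between the groups (exact permutation test, two-sided, p = 0.0286). The lowest hypoxia score was -3.89, of replicate 1, and the highest normoxia score was -7.48, of replicate 3. Scores on the second component did not part the groups (exact permutation test, two-sided, p = 0.714). With the 500 most variable probes, the exact permutation p of the first component was 0.0571.

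**Figure D1:**
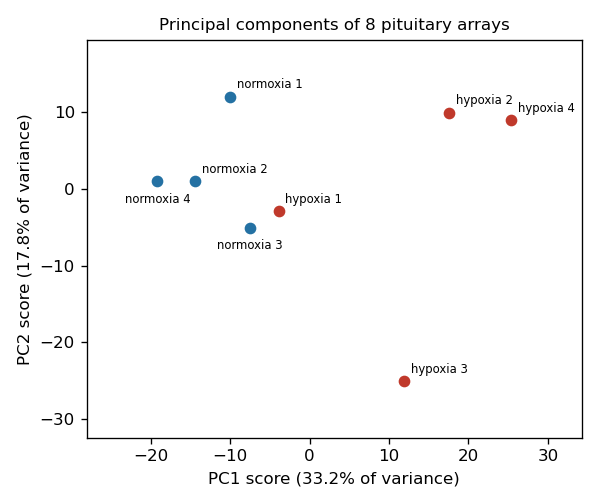
Scores of the 8 arrays on the first and second principal components of the retained probes, in log2 units, with hypoxia in red and normoxia in blue. Each point is 1 array, and the first component holds 33.2% of the variance.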

Principal component analysis corroborated the clustering analysis, showing that both groups are separated along the X-axis or the first principal component, which account for most variability between samples (Fig 2, bottom panel).

**Fig 2:**
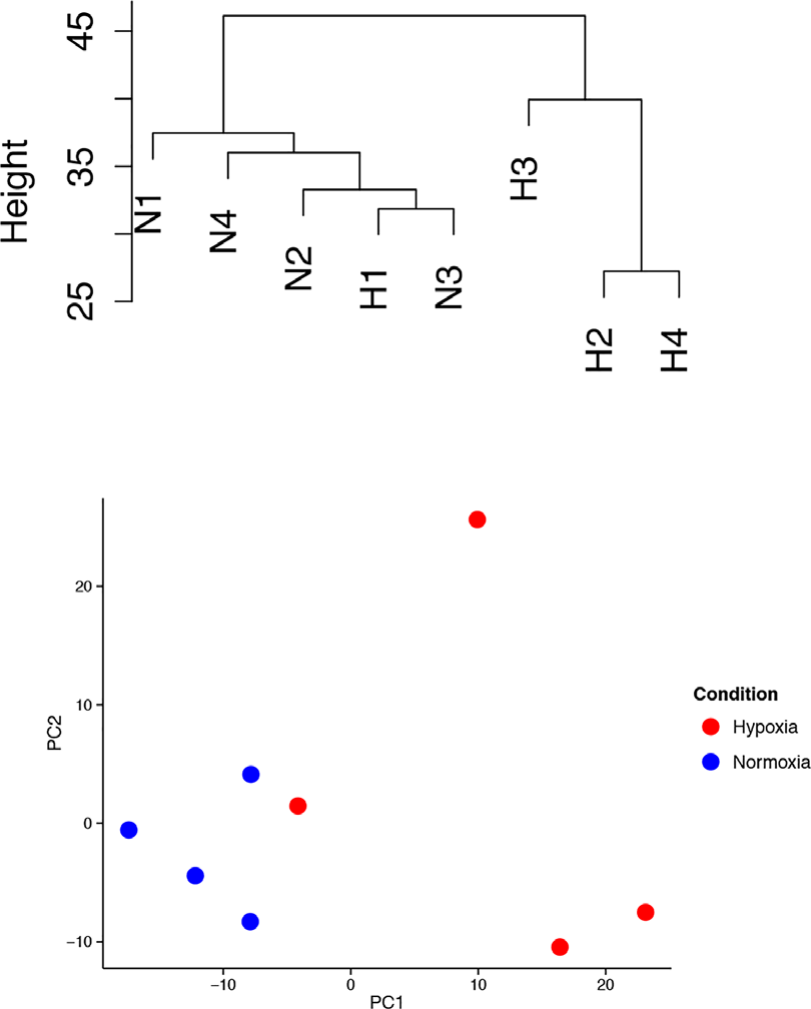
Hierarchical clustering. Top panel: Hierarchical clustering of gene expression in the normoxic (N1, N2, N3, and N4) and hypoxic (H1, H2, H3, H4) fetal pituitaries. Bottom panel: Principal component analysis of gene expression in normoxic (red symbols) and hypoxic (blue symbols) fetal pituitaries.

The inferred networks of Gene Ontology (GO) terms for up- and down-regulated genes are reported in Figs 3 and 4, respectively. GO analysis of these differentially regulated genes revealed statistically significant upregulation (n = 214 genes, *P* = 0.01) of cellular metabolic processes, including regulation of transcription from RNA polymerase II promoter (n = 41, *P*<0.05), positive regulation of cell projection organization (n = 16, *P*<0.02), response to estrogen stimulus (n = 13, *P*<0.02), response to organic cyclic substance (n = 14, *P*<0.05), response to protein stimulus (n = 17, *P*<0.001), anatomical structure development (n = 121, *P*<0.05), carboxylic acid biosynthetic process (n = 15, *P*<0.05), and chaperone-mediated protein folding (n = 4, *P* < .0005). 

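The ontology terms themselves were not used here. A list of 40 genes that respond to estrogen, written before the data were examined, had 17 members among the named, retained probes. Of these 17 genes, 12 were higher after hypoxia and 3 were called higher, with a median difference of 0.18 log2 units. None was called after adjustment over the list alone or over all probes. By limma's camera test the list was higher as a set (adjusted p = 0.0178 over 13 lists), and so was its mean over the arrays (exact permutation test, two-sided, p = 0.0286). The exact permutation p was 0.0857 with the deposited values, 0.0571 with the scanner's processed signal and 0.0286 to 0.114 without 1 array. It was not higher after adjustment by limma's fry (adjusted p = 0.119), by camera with an estimated correlation (adjusted p = 0.315) or with gestational age (adjusted p = 0.27) or array brightness (adjusted p = 0.0561) as a covariate. Among its members, IGFBP2 rose by 0.28 log2 units (standard error 0.11, limma adjusted p = 0.233), a call lost in 4 of the 8 fits without 1 array. OXT rose by 0.39 (standard error 0.13, limma adjusted p = 0.156), with overlap between the groups, and its call was lost in 0 of those 8 fits. The other probe of IGFBP2 rose by 0.19 (limma unadjusted p = 0.097) and that of OXT by 0.24 (limma unadjusted p = 0.078), neither called. The call of FSHB, the remaining called member, was lost in 6 of the 8 fits without 1 array. Of 60 chaperone genes, 4 were measured, with a median difference of 0.04 log2 units (limma camera, adjusted p = 0.592).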

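Among 194 protein kinase genes, 26 were measured, 13 of them higher and 13 lower after hypoxia. The median difference of the kinases was -0.01 log2 units (limma camera, adjusted p = 0.739). Their mean fell by 0.03 (exact permutation test, two-sided, p = 0.114). The exact permutation p was 0.0571 with an offset of 0 and 0.0857 with the scanner's processed signal. It was 0.229 with the deposited values and 0.171 with the trend on probe GC content removed. Without 1 array the exact permutation p was 0.0286 to 0.257, the lowest without normoxia replicate 1. CDK1 was the only kinase called, and fell by 0.44 log2 units (standard error 0.18, limma adjusted p = 0.24), with overlap between the groups (exact permutation test, two-sided, p = 0.0857). It was no longer called in 6 of the 8 fits without 1 array. Of the genes listed for the regulation of mitosis, 3 of 61 were measured, too few to describe the process (limma camera, adjusted p = 0.666). This list was called lower at an unadjusted p with array brightness as a covariate (limma adjusted p = 0.127) and without normoxia replicate 1 (limma adjusted p = 0.0557). For DNA repair 2 of 98 genes, for protein degradation at the endoplasmic reticulum 1 of 44, and for platelet-derived growth factor receptor signaling 2 of 33 were measured, and these lists were not tested.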

GO analysis of downregulated genes revealed changes in protein amino acid phosphorylation (n = 50, *P*<0.02), ER-associated protein catabolic process (n = 7, *P*<0.02), DNA repair (n = 27, *P*<0.05), positive regulation of protein modification (n = 24, *P*<0.02), positive regulation of protein metabolic process (n = 28, *P*<0.02), regulation of gene expression (n = 168, *P*<0.05), regulation of mitosis (n = 10, *P*<0.02), platelet-derived growth factor receptor signaling pathway (n = 5, *P*<0.05), protein localization (n = 62, *P*<0.05), endothelial cell morphogenesis (n = 3, *P*<0.02), and phosphoinositide dephosphorylation (n = 3, *P*<0.05).

**Fig 3:**
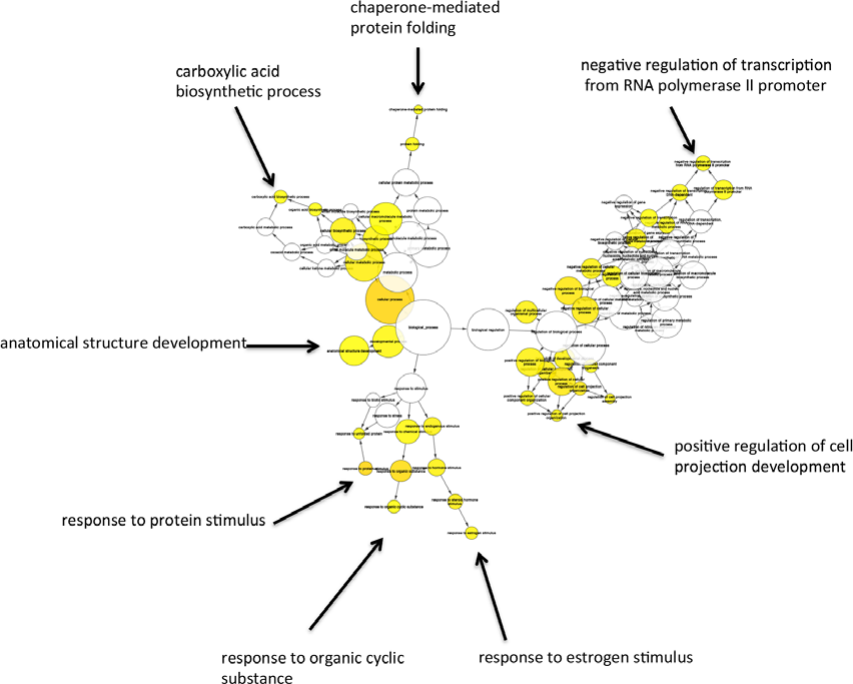
Network of gene ontology terms significantly (*P*<0.05) associated with the genes that were upregulated after hypoxia. Note that the highest order ontology terms (e.g., glucocorticoid signaling, or prostaglandin biosynthesis, etc) are in the outermost region of the network, while more basic ontology terms (e.g., “biological process”, which is not clearly shown in this figure because of reduced size of the node labels) are in the center of the network. The intensity of the color of each node denotes statistical significance (*i*.*e*., orange greater statistical significance than yellow, and uncolored nodes are not statistically significant). All nodes labeled with arrows are statistically significant.

**Fig 4:**
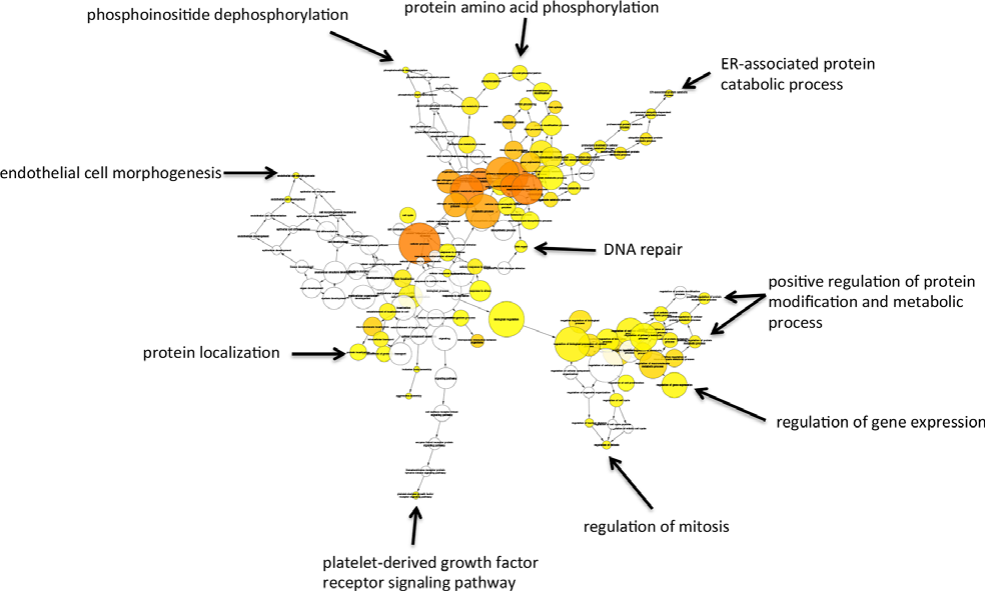
Network of gene ontology terms significantly (*P*<0.05) associated with the genes that were downregulated after hypoxia. The intensity of the color of each node denotes statistical significance (*i*.*e*., orange greater statistical significance than yellow, and uncolored nodes are not statistically significant). All nodes labeled with arrows are statistically significant.

Analysis of the most highly connected nodes within the networks (highest values of calculated stress by CentiScaPe in the networks inferred using the 7 parameters) revealed the genes most likely to be central to the functional response. From each network, the 10 genes with the highest calculated value of “stress” are reported in Tables 2 and 3.

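Of the 20 genes in these tables, ATIC, ISL1 and CAST could be paired with a retained probe. ISL1, of Table 2, was 9.23 ± 0.21 on the log2 scale in hypoxia and 8.96 ± 0.11 in normoxia (SD, n = 4 each), with every hypoxia array above every normoxia array (exact permutation test, two-sided, p = 0.0286). Its limma adjusted p was 0.255, and its call was lost in 5 of the 8 fits without 1 array. ATIC, also of Table 2, was 9.46 ± 0.30 in hypoxia and 9.69 ± 0.27 in normoxia (SD, n = 4 each), a difference within the spread between arrays (exact permutation test, two-sided, p = 0.314). CAST, of Table 3, fell by 0.68 log2 units (standard error 0.16, limma adjusted p = 0.0982), while its other probe fell by 0.02 log2 units. The alternatives that moved these calls most were gestational age and array brightness as covariates, the second added after the data were seen, and with either of them 0 of the 3 genes were called.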

**Table 2:** Top ten most highly-related nodes in network of upregulated genes.

Ensemble Gene Name	CentiScaPe Stress	CentiScaPe Radiality	
ACTR3	85670	3.297800338	ARP3 actin-related protein 3 homolog (yeast)
ATIC	51024	3.221658206	5-aminoimidazole-4-carboxamide ribonucleotide formyltransferase/IMP cyclohydrolase
SET	47252	3.241962775	SET nuclear oncogene
GTF2E1	41934	3.194585448	general transcription factor IIE, polypeptide 1, alpha 56kDa
TBL1XR1	41020	3.223350254	transducin (beta)-like 1 X-linked receptor 1
BLVRB	40264	3.184433164	biliverdin reductase B (flavin reductase (NADPH))
ISL1	39454	3.186125212	ISL LIM homeobox 1
COMMD1	38864	3.16751269	copper metabolism (Murr1) domain containing 1
YARS	38204	3.21319797	tyrosyl-tRNA synthetase
FOXP1	37740	3.230118443	forkhead box P1

**Table 3:** Top ten most highly related nodes in network of downregulated genes.

Ensemble Gene Name	CentiScaPe Stress	CentiScaPe Radiality	
SEC24B	130152	3.338010204	SEC24 family, member B (S. cerevisiae)
CAST	136268	3.322704082	calpastatin
HNRNPA2B1	87230	3.255102041	heterogeneous nuclear ribonucleoprotein A2/B1
KCTD12	119906	3.265306122	potassium channel tetramerisation domain containing 12
EPS15	84846	3.253826531	epidermal growth factor receptor pathway substrate 15
ANKRD17	77510	3.253826531	ankyrin repeat domain 17
UBA2	63736	3.242346939	ubiquitin-like modifier activating enzyme 2
REV1	65578	3.241071429	REV1 homolog (S. cerevisiae)
SRSF11	63348	3.229591837	serine/arginine-rich splicing factor 11
LRBA	63760	3.233418367	LPS-responsive vesicle trafficking, beach and anchor containing

Results of transcription factor (TF) analysis (WebGestalt) for top ten TF’s significantly associated with up- or down-regulated genes are reported in Tables 4 and 5. TF’s significantly associated with *both* the up- and down-regulated gene sets contained SP1 (152 upregulated and 145 downregulated genes), MAZ (100 upregulated and 108 downregulated genes), LEF1 (83 upregulated and 103 downregulated genes), NRF1 (58 upregulated and 70 downregulated genes), ELK1 (61 upregulated and 78 downregulated genes), NFAT (71 upregulated and 92 downregulated genes), E12 (85 upregulated and 110 downregulated genes), PAX4 (57 upregulated and 70 downregulated genes), MYC (51 upregulated and 59 downregulated), ETS2 (44 upregulated and 64 downregulated), FOXO4 (67 upregulated and 113 downregulated). E4F1 (n = 41) was associated only with upregulated genes. Fig 5 illustrates the small overlap of the differentially regulated genes with genes whose promoter regions contain HIF-1 binding sites. Only 15 upregulated and 14 downregulated genes contained consensus HIF-1 binding regions in the promoter regions (Broad Institute, V$HIF1_Q3 and V$HIF1_Q5).

**Fig 5:**
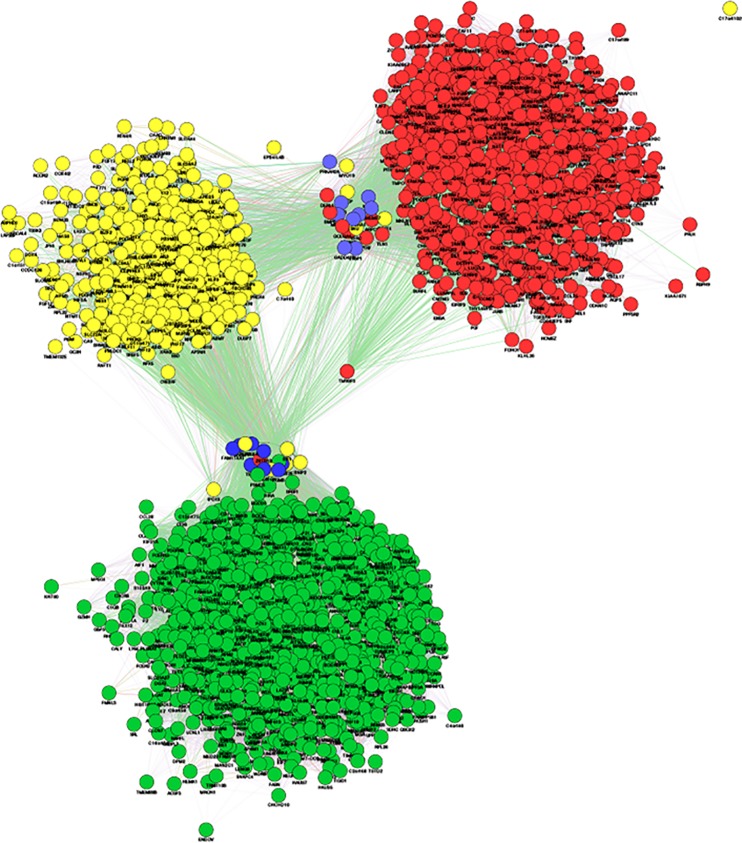
Overlap of inferred networks of differentially-regulated genes and genes that are potentially controlled by HIF-1. Genes that were significantly upregulated in the pituitary after hypoxia are represented as a network with red nodes (as in Fig 1). Genes that were significantly downregulated in the pituitary after hypoxia are represented as a network with green nodes (as in Fig 1). Genes with HIF-1 consensus binding sites in their putative promoter regions (-2 to +2 kB) are represented as yellow nodes. Genes that were found to be in both the red- and yellow networks, and genes that were found to be in both the green- and yellow- networks after network merge are colored blue. The merged network is represented in a force-directed layout.

**Table 4:** Top 10 transcription factor binding sites significantly over-represented in the network of genes that were significantly upregulated in response to transient hypoxia in fetal pituitary.

Transcription Factor Binding Site	# Genes	# Occurrences	Adjusted Probability
hsa_GGGCGGR_V$SP1_Q6	159	2891	1.08E-49
hsa_GGGAGGRR_V$MAZ_Q6	104	2250	8.25E-25
hsa_CTTTGT_V$LEF1_Q2	91	1939	5.34E-22
hsa_CACGTG_V$MYC_Q2	62	1015	3.70E-20
hsa_RCGCANGCGY_V$NRF1_Q6	58	894	3.96E-20
hsa_SCGGAAGY_V$ELK1_O2	66	1176	9.48E-20
hsa_GTGACGY_V$E4F1_Q6	46	646	1.83E-17
hsa_TGGAAA_V$NFAT_Q4_01	76	1871	5.24E-15
hsa_CAGGTG_V$E12_Q6	85	2450	5.46E-13
hsa_GGGTGGRR_V$PAX4_O3	57	1278	8.97E-13

**Table 5:** Top 10 transcription factor binding sites significantly over-represented in the network of genes that were significantly downregulated in response to transient hypoxia in fetal pituitary.

Transcription Factor Binding Site	# Genes	# Occurrences	Adjusted Probability
hsa_GGGCGGR_V$SP1_Q6	153	2891	1.64E-28
hsa_CTTTGT_V$LEF1_Q2	121	1939	1.77E-28
hsa_TTGTTT_V$FOXO4_O1	120	2037	3.91E-26
hsa_RCGCANGCGY_V$NRF1_Q6	72	894	8.30E-23
hsa_SCGGAAGY_V$ELK1_O2	80	1176	7.34E-21
hsa_GGGAGGRR_V$MAZ_Q6	116	2250	1.03E-20
hsa_TGGAAA_V$NFAT_Q4_O1	99	1871	2.86E-18
hsa_CAGGTG_V$E12_Q6	115	2450	1.87E-17
hsa_GCCATNTTG_V$YY1_Q6	43	419	2.15E-17
hsa_GGGTGGRR_V$PAX4_O3	70	1278	1.62E-13

We performed targeted qPCR on several genes of interest, reported in Table 6. These genes were of interest to us because of what is known about the physiological and endocrine response of the fetal pituitary to hypoxia. We found a significant increase in FSH mRNA abundance, but no statistically significant change in gene expression for POMC, PRL, or LH. Estrogen receptor alpha (ESR1) and the g protein-coupled membrane estrogen receptor (GPER) were not altered by hypoxia, but estrogen receptor beta (ESR2) was significantly decreased. Of three measured isoforms of 17β-hydroxysteroid dehydrogenase (interconverts estradiol and estrone), only HSD17B4 was significantly changed (increased).

**Table 6:** qPCR estimates (dCt±SEM) of mRNA abundance of genes of interest and comparison to expression on microarray.

Target	qPCR nmx (- ΔΔCt±SEM)	qPCR hypx (- ΔΔCt±SEM)	Array nmx Δlog_2_(intensity)	Array hypx Δlog_2_(intensity)
ESR1	0.0±0.2	-0.6±0.4	0.0±0.1	0.2±0.1
ESR2	0.0±0.2	-0.8±0.3*	0.0±0.1	-0.1±0.1
GPER	0.0±0.3	0.4±0.3	ND	ND
NOS2	0.0±0.2	-0.4±0.3	0.0±0.2	0.1±0.2
LH	0.0±0.1	0.7±0.7	0.0±0.1	0.3±0.2
FSH	0.0±0.3	1.0±0.2**	0.0±0.2	0.4±0.1
PRL	0.0±0.4	0.1±1.1	0.0±0.01	0.0±0.03
POMC	0.0±1.7	-0.9±1.7	0.0±0.1	0.0±0.1
PTGS1	0.0±0.1	-0.2±0.1	0.0±0.1	-0.3±0.1
PTGS2	ND	ND	0.0±0.1	-0.9±0.2*
HSD17B2	0±0.5	0.8±0.3	ND	ND
HSD17B4	0.0±0.1	0.6±0.1*	ND	ND
HSD17B10	0±0.1	-0.4±0.3	ND	ND
CXCL14	0.0±0.4	1.4±0.4*	0.0±0.6	1.2±0.7*
CAPN3	0.0±0.3	-1.5±0.1**	0.0±0.3	-1.6±0.3*
MSTN	0.0±0.3	-0.9±0.3*	0.0±0.3	-1.0±0.2*
CATHL5	0.0±0.7	-0.3±0.5	0.0±0.7	-2.3±0.9*
CHST15	0.0±0.3	0.5±0.2	0.0±0.5	1.1±0.4*
TAC1	0.0±0.5	4.4±0.6***	0.0±0.4	1.5±0.7*

* *P*<0.05

** *P*<0.01

*** *P*<0.001.

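CAPN3, MSTN and TAC1 could be paired with a retained probe, and CXCL14, CATHL5 and CHST15 were not analysed here. CAPN3 was 7.71 ± 0.42 on the log2 scale in hypoxia and 9.04 ± 0.56 in normoxia (SD, n = 4 each), without overlap between the groups (exact permutation test, two-sided, p = 0.0286). It fell by 1.32 log2 units (SE 0.29, limma adjusted p = 0.0866), and its other probe fell by 0.83. MSTN fell by 1.35 log2 units (SE 0.30, limma adjusted p = 0.0867), but its other probe fell by 0.04. TAC1 rose by 1.39 log2 units (SE 0.59, limma adjusted p = 0.251), with hypoxia arrays from 9.64 to 12.55 and overlap between the groups (exact permutation test, two-sided, p = 0.114). TAC1 was no longer called in 6 of the 8 fits without 1 array. PTGS2 was 7.90 ± 0.72 in hypoxia and 8.21 ± 0.28 in normoxia (SD, n = 4 each; exact permutation test, two-sided, p = 0.486). The difference was -0.09 for PTGS1 (standard error 0.14) and 0.09 for NOS2 (standard error 0.17), both within the spread between arrays.

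**Figure D2:**
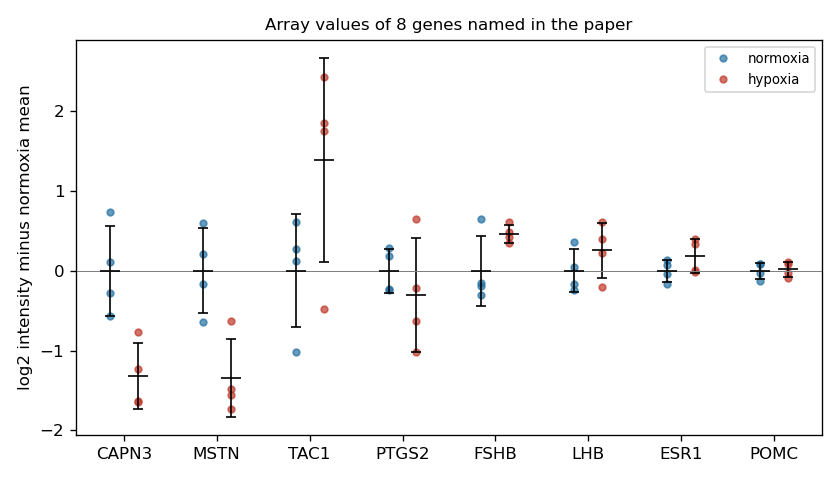
Normalized log2 intensity of 8 genes on each array, minus the normoxia mean of the gene. Points are arrays (normoxia blue, hypoxia red), bars the mean and SD of 4 arrays. For CAPN3 all hypoxia arrays lie below all normoxia arrays.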

Six differentially-expressed genes on the array (CXCL14, CAPN3, MSTN, CATHL5, CHST15, TAC1) were also analyzed by qPCR (Table 6). The changes in the array for 4 of these genes were reflected in statistically significant changes as measured by qPCR. The measured change in the other 2 genes (CATHL5, CHST15) by qPCR were not statistically significant, but there was a trend in the same direction as in the array.

## Discussion

The fetus lives and develops in an environment that is hypoxic relative to the adult. The partial pressure of oxygen in the arterial blood of the fetal sheep is normally approximately 18–22 mm Hg, while the partial pressure of oxygen in the arterial blood of the adult is closer to 100 mm Hg [12–14]. While the fetus appears to live “at the top of Mount Everest” [15], there are important physiological adaptations that maximize the delivery of oxygen to the developing, physiologically active tissues. Fetal erythrocytes contain fetal hemoglobin, which binds oxygen more tightly that adult hemoglobin [16], and fetal cardiac output (hence blood flow to the systemic tissues and brain) is approximately 2–3 times that of the adult, normalized to body weight [17]. Notwithstanding these adaptations to life in the uterus, disruptions in oxygen delivery to the fetus can be damaging to the developing tissues. Chronic hypoxia, for example, can cause intrauterine growth restriction [18]. Acute hypoxia (transient hypoxia, or hypoxia and reoxygenation), which can result from, for example, exposure to high altitude or transient interruption of oxygen delivery during umbilical cord occlusion can also be damaging to the fetus. Transient hypoxia stimulates physiological responses that feature redistribution of fetal cardiac output and partially spare the oxygen delivery to brain and heart [19]. Interestingly, while we understand aspects of the physiological response to transient hypoxia and reoxygenation, we do not understand the cellular responses of many of the tissues–including pituitary—that are most important for survival and well-being of the fetus. Of note is that, in the present experiments, the normoxia group had P_a_O_2_ values that were slightly low compared to what we consider normoxic conditions (mean P_a_O_2_ = 17 mm Hg). We believe that this was the result of the choice to use twin pregnancies in this study. Twin fetuses have been reported to have a nonsignificant tendency to lower P_a_O_2_ values than singleton fetuses [20]. This is in general agreement with another report of a statistically significant effect of fetal number on P_a_O_2_ [21].

The pituitary is integral to the fetal endocrine stress response to hypoxia. Hypoxia stimulates an increase in fetal adrenocorticotropin (ACTH) [22] and vasopressin [23] secretion. ACTH, in turn, stimulates adrenal secretion of cortisol [24] which has many downstream actions including negative feedback inhibition of fetal ACTH secretion [25]. Vasopressin aids in the cardiovascular response to hypoxia, stimulating peripheral vasoconstriction with the resultant redistribution of combined ventricular output from peripheral vasculature to the fetal heart and brain [26]. The pituitary is likely to have a high metabolic rate (oxygen consumption rate) because of its endocrine activity. Perhaps not surprisingly, the oxygen consumption rate of the fetal pituitary has not been measured. However, pituitary blood flow has been measured, allowing an estimation of changes in oxygen delivery during acute hypoxia. In chronically catheterized fetal sheep, Richardson and colleagues reported that blood flow to the pituitary increased only about 19% (115 to 137 mL/min/100 gram tissue wet weight) when blood oxygen partial pressures were reduced from approximately 25 to approximately 18 mm Hg [7]. A reduction in the partial pressure of oxygen by 50% in the fetus reduces oxygen content by more than 50%, owing to the steep slope of the fetal oxygen-hemoglobin dissociation curve at fetal arterial oxygen tensions [27]. This situation is exacerbated by the fact that the blood perfusing the pituitary gland is both arterial and from the hypothalamo-hypophyseal portal vasculature [28]. Based on this understanding of oxygenation and blood flow in the fetus, we believe that acute hypoxia as produced in the present study causes marked cellular hypoxia in the pituitary.

The pituitary is a heterogeneous tissue, containing the endocrine secreting cells of the anterior pituitary, and the neurons and pituicytes (glia) of the posterior pituitary. The acute (1 hour) response of the pituitary to hypoxia is characterized by changes in transcription of genes controlling metabolism, RNA synthesis and splicing, protein synthesis and modification, and alteration in tissue immune activity. Interestingly, this is reminiscent of the response of the fetal hypothalamus to the same degree of hypoxia (acute, 1 hour post-hypoxia) [3]. Also reminiscent of the hypothalamic response to hypoxia is the apparently minimal involvement of HIF-1 in the response. Nevertheless, we cannot explain the commonality of the responses based on known pathways. Comparing genes upregulated by hypoxia in hypothalamus versus pituitary, we find only 45 genes that are commonly upregulated and 120 genes that are commonly downregulated (approximately 8% and 13%, respectively, in each tissue). Nevertheless, there is a substantial overlap of GO terms between hypothalamus and pituitary, perhaps suggesting that among the responses to hypoxia are a “core” of cellular responses that are shared by these two tissues. Commonly downregulated in both tissues are genes controlling mitotic anaphase, and DNA methylation. Commonly upregulated are genes associated with chaperone mediated protein folding, BMP signaling, regulation transcription from RNA polymerase II promoter, binding of sequence-specific DNA binding transcription factor activity.

The apparently minimal involvement of HIF-1 (Hypoxia Inducible Factor-1) as a mediator of the pituitary responses to hypoxia is suggested by the small number of differentially regulated genes whose promoter regions contain consensus HIF-1 binding sites (Fig 5). 

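The genes with consensus binding sites were not used here. A list of 55 established HIF-1 target genes had 13 members measured, of which 10 were higher after hypoxia. The median difference was 0.21 log2 units, and 4 genes were called higher, 2 of them after adjustment over the list alone and 0 over all probes. As a set they were higher after adjustment by limma's camera (adjusted p = 0.0115) and fry (adjusted p = 0.0355), but not by camera with an estimated correlation (adjusted p = 0.166) or with gestational age as a covariate (adjusted p = 0.115). The mean of the list rose by 0.20 log2 units (exact permutation test, two-sided, p = 0.0571). Of the 4 called genes, BHLHE40 (0.34 log2 units) was no longer called in 7 of the 8 fits without 1 array and MCL1 (0.24) in 4 of the 8. GAPDH rose by 0.35 log2 units (SE 0.10) and HK1 by 0.27 (SE 0.08), both with every hypoxia array above every normoxia array. SLC2A3 rose by 0.66 (SE 0.33) and VEGFA by 0.24 (SE 0.30). HIF1A itself fell by 0.19 log2 units (SE 0.09, limma adjusted p = 0.308). Its other probe fell by 0.20 (SE 0.08, limma unadjusted p = 0.0293). From the small number of regulated genes with binding sites, the paper proposes that HIF-1 has a small part in the response.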

While 29 of the differentially expressed genes do contain HIF-1 binding sites, the functionality of HIF in the response of these genes to hypoxia in various tissues (and with varied lengths of exposure to hypoxia) is unknown at present. In the interpretation of the present results, it is important to remember that this is a single time point (1 hour after onset and 0.5 hours after cessation of hypoxia). It is possible that, at later time points, HIF-1 might be an important regulator of the genomic response. Nevertheless, the apparent minimal dependency on HIF-1 at one hour suggests that the acute response to the hypoxia is perhaps more likely to involve cellular responses to declining energetics, reminiscent of the mechanism of response to hypoxia in vascular smooth muscle cells by Koltsova and colleagues [29]. This suggestion is supported by the genes that are most central within the network of upregulated genes. ACTR3, the gene at the center of the network, is the ATP binding protein component of the Arp2/3 complex which, in turn, is involved in maintenance of cell shape and motility [30]. ATIC, the gene that is next most central to the upregulated network, is involved in purine biosynthesis [31]. Interestingly, COMMD1 is known to inhibit HIF-1-stimulated gene transcription [32] and is also among the 10 most centrally-located genes in the upregulated network. Genes most centrally-located within the downregulated network include genes involved in mRNA processing (HNRNPA2B1, SRSF11), DNA repair (REV1), sumoylation (UBA2), and vesicular trafficking (SEC24B). Also among the genes central to the downregulated network is KCTD12, which is involved in K^+^ channel tetramerization [33]. One might expect that, if the primary pituitary cellular response to hypoxia was ATP depletion, there would be downstream effects on membrane K^+^ potential and biosynthesis of K^+^ channel components.

Gene ontology analysis revealed a significant association of upregulated genes with response to steroid hormone stimulus and a significant association of downregulated genes with glucocorticoid receptor signaling pathway. Association of both up- and down-regulated genes with steroid signaling makes sense relative to what we know about the fetal pituitary response to hypoxia. Importantly, we know that the fetal sheep increases the activity of the hypothalamus-pituitary-adrenal axis during hypoxia, with substantial increases in fetal plasma ACTH and cortisol. The glucocorticoid receptor (NR3C1) is downregulated in the present study, likely the result of receptor downregulation after ligand binding [34]. 

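On the array, NR3C1 was 7.41 ± 0.31 on the log2 scale in hypoxia and 7.33 ± 0.18 in normoxia (SD, n = 4 each), a difference of 0.07 log2 units (exact permutation test, two-sided, p = 0.743). No other retained probe was named NR3C1, and most probes had no name, so the paper's value may come from another probe. The sign of the NR3C1 difference changed without hypoxia replicate 3, when it was -0.06. A list of 35 glucocorticoid-responsive genes, 10 of them measured, was higher after hypoxia by limma's camera (adjusted p = 0.028). It was not higher after adjustment by fry (adjusted p = 0.169) or by camera with an estimated correlation (adjusted p = 0.411). By camera the list was higher with gestational age as a covariate (adjusted p = 0.00853) but not with array brightness (adjusted p = 0.0561). Its median difference was 0.15 log2 units, and its mean did not part the groups (exact permutation test, two-sided, p = 0.0571).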

Interestingly, POMC mRNA was not significantly altered on the array or in qPCR assay (Table 4). 

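On the array POMC was 18.85 ± 0.09 on the log2 scale in hypoxia and 18.83 ± 0.10 in normoxia (SD, n = 4 each), a difference of 0.02 log2 units (SE 0.08, limma adjusted p = 0.924). Its other probe differed by 0.01 log2 units (SE 0.08). The difference was 0.26 log2 units with each array scaled to a common 75th percentile and 0.25 with the scanner's processed signal, called in neither, so it depends on the normalization. The 2 POMC probes ranked 4 and 6 by intensity among the probes.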

The lack of change of POMC mRNA suggests that the expected upregulation (in response to increased POMC/ACTH secretion) must occur later. In addition to glucocorticoid signaling, we expect estrogen signaling be altered after hypoxia. While neither ESR1 nor ESR2 (ERα and ERβ, respectively) were significantly altered on the array, we measured both mRNA’s using qPCR because we had previously reported that cerebral hypoperfusion (caused by brachiocephalic occlusion) increased ERα mRNA [35]. 

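ESR1 was 12.42 ± 0.22 on the log2 scale in hypoxia and 12.23 ± 0.13 in normoxia (SD, n = 4 each; exact permutation test, two-sided, p = 0.229). A dimmer ESR1 probe rose by 0.67 log2 units (SE 0.22), and with the probes of a gene averaged ESR1 rose by 0.43 and was called. ESR2 was 6.52 ± 0.06 in hypoxia and 6.56 ± 0.07 in normoxia (SD, n = 4 each; exact permutation test, two-sided, p = 0.4).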

In the present study, hypoxia increased ESR2 (ERβ) mRNA significantly, with an apparent increase in mean ESR1 expression level that was not statistically significant (Table 4). We previously reported that brachiocephalic occlusion increased LH, but not FSH or PRL mRNA [36]. In the present experiment, we found that hypoxia increased FSH, but not LH or PRL mRNA.

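On the array FSHB was 14.99 ± 0.11 on the log2 scale in hypoxia and 14.52 ± 0.44 in normoxia (SD, n = 4 each), with overlap between the groups (exact permutation test, two-sided, p = 0.143). The difference was 0.46 log2 units (SE 0.19, limma adjusted p = 0.241). FSHB was no longer called in 6 of the 8 fits without 1 array, nor with gestational age as a covariate, when the difference was 0.03, with array brightness (0.37) or with array weights (0.40). Without normoxia replicate 3, the array with the highest normoxia value, it was 0.68. LHB rose by 0.26 log2 units (SE 0.19, limma adjusted p = 0.51), and PRL fell by 0.03 (SE 0.07). PRL is among the brightest probes and was saturated on 1 array, which limits what a difference can show. From its measurements of these hormones the paper states that hypoxia raised FSH alone among them.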

While the transcriptomics modeling appears to reveal a picture of ATP depletion causing downstream effects on gene expression, there are several limitations to this study that deserve comment. First, this study addresses a single time point of 1 hour, designed to find the early transcriptomics responses to the oxygen deprivation. While we call this an “acute” response, it recognized that some investigators might interpret “acute” to include all time points up to 4 hours post stimulus. Gene expression at this time could also be denoted “immediate-early” gene expression [37]. Following from this concept, it is important to state that the transcriptomics response to hypoxia at later time points will be different from that measured in the present study, and indeed perhaps directed by it. Second, the conclusion that the transcriptomics modeling does not implicate HIF1 in the response is tempered by the reminder that this is a report of transcriptomics modeling that takes into account downstream gene transcription controls, but does not address the control of the actual protein components of HIF1α, which are influenced by both transcriptional and post-translational control mechanisms. Third, the database accessed by Webgestalt for these analyses only considers transcription factor binding sites within 2 kb of the transcription start site, so may not capture genes controlled from transcription factor binding sites more distant from this area.

The multiple analytical approaches used in this study suggests that the acute response to 30 min of transient hypoxia in the late-gestation fetus results in reduced cellular metabolism and a pattern of gene expression that is consistent with cellular oxygen and ATP starvation. In this early time point, we see a vigorous gene response. But, like the hypothalamus, the transcriptomic response is not consistent with mediation by HIF-1. If HIF-1 is a significant controller of gene expression in the fetal pituitary after hypoxia, it must be at a later time. Consistent with responses in the hypothalamus, we have also found that the pituitary response to hypoxia includes estrogen-sensitive pathways. While the stimulation of estrogen-sensitive pathways is not likely to involve acute increases in circulating plasma estradiol concentrations, the present results suggest that there are hypoxia-induced changes in estrogen receptor abundance and changes in at least some of the enzymes that interconvert estradiol and estrone.

## Materials and Methods

### Experimental animals

Time-dated twin fetal sheep were chronically catheterized between 123 and 132 days’ gestation (term = 147 days) as previously described [38]. One fetus in each pregnancy is included in this analysis. Each fetus was prepared with femoral arterial and venous catheters and one additional catheter for access to amniotic fluid. The pregnant ewe was prepared with femoral arterial and vein catheters and one additional catheter placed into the maternal trachea for administration of nitrogen gas [35, 39]. Each animal was fully recovered from surgery at the time of study (at least 5 days after surgery). All of the sheep were conscious, freestanding, and exhibiting normal behavior during the experiments. Each fetus was studied only once. All experiments were approved by the University of Florida Institutional Animal Care and Use Committee and were consistent with the Guiding Principles for Experiments Involving Animal and Human Beings [40].

### Experimental Protocol

Two groups of fetuses (n = 4 normoxia and n = 4 hypoxia: 3 male, 1 female in each group) were studied. All experiments were performed while the animals were awake and not exposed to anesthetics. Prior to study, each animal was prepared for study by flushing of catheters, connection of catheters to transducers for measurement of blood pressure, amniotic fluid pressure, and heart rate (data not reported here), and connection of the maternal tracheal catheter to a nitrogen tank for controlled delivery of nitrogen gas. The tracheal catheter did not occlude the maternal trachea or obstruct normal air flow through the trachea to the maternal lungs. Nitrogen was delivered into the maternal trachea in a gentle stream through the tracheal catheter. The dilution of inspired air with nitrogen effectively decreased the content of oxygen in the maternal inspired gas. Owing to the reduction in the fraction of inspired oxygen, the ewe became hypoxic. Because fetal oxygen derives from oxygen in the maternal blood, fetal hypoxia results from maternal hypoxia. Blood samples (5 mL) were drawn before, during (0, 5, 10, 20, and 30 min), and after a 30 min period of hypoxia for measurement of hormonal responses (data not reported here). Additional blood samples (1 mL) were drawn at the same time points for measurement of fetal blood gases. Blood gases were measured using a Radiometer ABL80 blood gas analyzer. Hypoxia was induced by infusion of nitrogen gas into the maternal trachea at a rate sufficient to lower maternal arterial partial pressure of oxygen (P_a_O_2_) by approximately 50%. Because oxygen in the fetus derives from the maternal circulation, a reduction in maternal P_a_O_2_ results in a reduction in fetal P_a_O_2_. Blood gas, blood pressure, and endocrine responses to this stimulus have been recently reported by us [39]. Fetuses in the normoxia group were subjected to the same protocol except that nitrogen was not introduced into the maternal trachea (the tracheal catheter was connected to the valve and nitrogen tank, but the flow of nitrogen was not started). Sixty minutes after the onset of hypoxia or normoxia, the ewe and fetus were euthanized with an overdose of sodium pentobarbital. Tissues were rapidly removed and snap-frozen in liquid nitrogen and stored at -80°C until analyzed. Pituitaries were removed as whole pituitaries: anterior and posterior lobes were not separated. Each pituitary was used in its entirety for mRNA extraction (no protein was extracted).

### mRNA extraction

Messenger RNA was extracted from pituitaries using Trizol (Invitrogen, Carlsbad, CA) as previously described [3, 41], followed by RNeasy PlusMini kits with on-column DNase treatment (Qiazol, Valencia, CA) as previously described [42]. The RNA concentration was determined with a Nanodrop spectrophotometer (ND-1000, ThermoFisher, Wilmington DE) and the integrity of the RNA was measured using an Agilent Bioanalyzer, 2100 model. RNA Integrity Number (RIN) values ranged from 7.6 to 8.7. Five hundred ng of the DNase-treated RNA was labeled with Cyanine 3 (Cy3) CTP with the Agilent Quick Amp kit (5190–0442, New Castle, DE) according to their methodology, purified with the Qiagen RNeasy kit (Valencia, CA) according to Agilent’s revision of the Qiagen protocol as shown in the Quick Amp kit protocol except that the microcentrifugation was performed at room temperature instead of 4°C. The resulting labeled cRNA was analyzed with the NanoDrop spectrophotometer, and the specific activities and the yields of the cRNAs were calculated; these ranged from 10.08 to 17.58 pmol Cy3/μg RNA and from 6.34 to 12.60 μg, respectively. The labeled cRNA was stored at -80°C until use. Microarray hybridization, washing, and scanning were performed as previously described [3, 35, 42].

### Microarray Data Analysis

Raw data were processed with the R software (http://www.r-project.org) employing the limma package to perform background correction and data normalization using the quantile normalization method [43]. Probes that were at least 10% brighter than the negative controls on at least three arrays were retained for further analysis. Similarity between samples according gene expression profile was determined with hierarchical clustering and principal component analysis (ggplot2 package for R) [44]. The processed microarray data were statistically analyzed with the limma package as well, employing moderated t-test that uses empirical Bayes method for small sample size per group (*P*≤0.05). The effect of hypoxia was analyzed by comparing the hypoxic group to normoxic group as the control group. Microarray data have been deposited in the NCBI Gene Expression Omnibus database (GEO accession number GSE69246).

Cytoscape software [45] and its plugin GeneMANIA [46] was used to infer networks of genes that were significantly up- and down-regulated by hypoxia [47–51]. The functional annotation of gene ontogeny for significantly up and down regulated genes were analyzed using the Cytoscape plugin BinGO [52, 53]. Network architecture (node centrality) was analyzed using CentiScaPe [54].

WebGestalt was used for detection of transcription factor binding sites that are statistically significantly over-represented among the differentially regulated genes. This analysis is based on an ORACLE relational database GeneKeyDB, which uses a strong gene and protein centric viewpoint [55].

For analysis of overlap of hypoxia-differentially regulated genes with genes that are potentially regulated by HIF-1, we performed network inference on 331 unique genes that contain consensus binding sites for HIF-1 (GNNKACGTGCGGNN and/or CGTACGTGCNGB; cataloged as V$HIF1_Q3 and V$HIF1_Q5 molecular signature datasets, respectively, in the Gene Set Enrichment Analysis Database of the Broad Institute) [56, 57]. The genes in these molecular signature datasets are known to contain HIF-1 consensus binding sites in the putative promoter regions (-2 to +2 Kb), and are therefore a comprehensive list of genes–as currently known–that are potentially HIF-1 controlled. Overlap of the inferred network with the networks of genes that were significantly up- and down-regulated was performed using the network merge function within Cytoscape.

### Real-time PCR

cDNA made from the same RNA used for the microarray analyses were used for qPCR validation of the microarray findings. The primers were designed based on the known *Ovis aries* and *Bos taurus* genomes for SYBR green or Taqman probe detection in qPCR (Table 7). As the housekeeping control, ovine β-actin primers and probe were used [3]. The RNA expression was normalized by the difference in threshold cycle (ΔCt) between the triplicate mean Ct for each gene and the triplicate mean Ct for β-actin mRNA from the same sample, and these ΔCt values compared between treatment groups. Experimental groups were compared using Student’s unpaired t-test, with the criterion for statistical significance *P*<0.05. Data are presented as mean values±standard error of the mean (SEM).

**Table 7:** Primer and probes used in qPCR analysis.

Gene	Forward Primer	Reverse Primer	Taqman Probe
ESR1	AGGCACACGGGAGCACAT	TTCCATGGGCTTGTAGAAGTCA	CTTCCCTTCCTTCTCACTGTCTCAGCCC
ESR2	GCTCTGGTCTGGGTGATTGC	GTTAGCCAGGCGCATGGA	AAGAGCGGCATGTCCTCCCAGCA
GPER	CTCTTCCTGCAGGTCCAACATGTA	GCGGTCGAAGCTCATCCA	
NOS2	TGATGCAGAAGGCCATGTCA	TCTCCCTGTCTCTGTTGCAAAG	CCCGGGTCAGAGCCACGATCC
LH	CCGCTCCCAGATATCCTCTTC	GTCTGCTGGCTTTGGGAGTTA	TCTAAGGATGCCCCACTTCAATCTCCCA
FSH	CCCAACATCCAGAAAGCATGT	GCACAGCCAGGCACTTTCA	TTCAAGGAGCTGGTGTACGAGACG
PRL	TGAGCTTGATTCTTGGGTTGCT	CCCCGCACCTCTGTGACTA	CTCCTGGAATGACCCTCTGTATCAC
POMC	CCGGCAACTGCGATGAG	GGAAATGGCCCATGACGTACT	AGCCGCTGACTGAGAACCCCCG
PTGS1	GGCACCAACCTCATGTTTGC	TCTTGCCGAAGTTTTGAAGA	TTCTTTGCCCAACACTTCACCCATCA
PTGS2	GCACAAATCTGATGTTTGCATTCT	CTGGTCCTCGTTCATATCTGCTT	TGCCCAGCACTTCACCCATCAATTTT
HSD17B2	CGACAAGAGCTGTCCAAATGG	CTCGTGCCTGAGATGTTTGTTTT	Sybr
HSD17B4	TGGAAGCCCTAAAGCCAGATTAT	ACAAGCCACCATTTTCTTCACA	Sybr
HSD17B10	GTATCCGGGTGATGACCATTG	CTTTATCTGGGAGGGTGGTCAA	Sybr
CXCL14	ACGGGTCCAAATGCAAGTG	GGCTTCATTTCCAGCTTCTTCA	Sybr
CAPN3	CCGCAACTTCCCAGACACTT	GGTCGTCGTCCTCCTCTAGGA	Sybr
MSTN	ACATCAGCAAAGATGCTATAAGACAAC	TCTGGACATCGTACTGATCAATCA	Sybr
CATHL5	ACCGCCTCCTGGAGCTAGAC	CTGTCCCCACACACTCTTTCAG	Sybr
CHST15	TGCATGCTGGATTATTCATTGC	TCACAGGCATGGCGTTGT	Sybr
TAC1	GCGACCAGATCAAGGAGGAA	GGGTCTCCGAGCGATTCTCT	Sybr

How the deposited data were processed for this re-analysis (not part of the article)

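Pituitary RNA of 4 hypoxic and 4 normoxic fetal sheep was measured on 8 Agilent 1-colour arrays of 15008 probes, each 60 bases long. The authors deposited the spot intensity read by the scanner software for every array, not normalized. They also deposited log2 values made from these by background correction, quantile normalization and a filter on dim probes in limma. The deposited log2 values equal those that limma gives from the median spot signal with normexp at an offset of 0, which was found by comparing combinations of signal and background with the deposited values. Arrays were grouped by the condition in the sample labels, and gestational age, sex and slide were taken from the labels and the scanner files. One label names the hypothalamus as the source of the RNA where the paper and the other labels name the pituitary, and the arrays are treated here as pituitary.

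From the intensities, R 4.3.3 and limma 3.58.1 were used to correct the mean spot signal by normexp with an offset of 50, to quantile normalize the arrays and to average spots of a probe. Control spots and spots marked as outliers by the scanner software were left out, and saturated spots were kept. Probes were retained at 1.1 times the 95th percentile of the negative controls on at least 3 arrays. Hypoxia was compared with normoxia by lmFit and eBayes, with calls at an unadjusted p of 0.05 or below as in the paper's methods and Benjamini-Hochberg adjusted values beside them. The fit and the calls were tested on simulated data of 13014 probes, 200 of them changed by 1 or 2 log2 units. The values were drawn on the normalized scale with independent noise. Background correction, normalization and the filter were therefore not tested, nor were probes that vary together. Smaller changes were not simulated, while the median difference of the probes called here was 0.34 log2 units. All 100% of probes changed by 1 log2 unit were called, as were 5.13% of the unchanged probes, and 8 of the 194 probes with an adjusted p under 0.05 were unchanged. Values of single genes were also compared by exact permutation of the 8 arrays, which cannot give a p below 0.0286.

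Probes were named from the array's own names, from accessions and from symbols, which gave 1440 named probes and 897 gene names. Where a gene had several probes, the one with the highest mean intensity gave its value. The genes named are those the paper names with a probe and the 5 largest rises and falls among called probes whose groups do not overlap. From each list, at most the 5 members with the smallest p among those called are named. The uncalled list members SLC2A3, VEGFA, AGRP, NPY, SST, TAC3, MB and GNRHR are named too, where their lists are discussed. Gene lists were tested with limma's camera at a correlation of 0.01, beside fry and camera with an estimated correlation. Their p-values come from limma's models and were adjusted over the 13 lists tested. The mean of each list was also compared by exact permutation of the arrays, a test added after the limma values were seen. The lists were of HIF-1 targets, estrogen response, glucocorticoid response, chaperones, mitosis, protein kinases, immediate-early genes, anterior lobe, posterior lobe and glia, hypothalamic neurons, neutrophil granules, red cells and skeletal muscle.

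The alternatives changed the background correction, the spot signal, the normalization, the filter on dim probes, the covariates, the gene rule and the arrays left out. Between 79.45% and 85.5% of the probes per array were well above background. The number of arrays limits the precision. The HIF-1 sites and transcription factor motifs were not analysed here. No genome sequence was used to find them, and the catalogued gene sets that the paper drew on were not used either. The ontology, the network inference, the quantitative PCR and the blood gases were not analysed here.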

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

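The tests of a single array, of probe GC content, of gestational age and of array brightness for the immediate-early genes were chosen after the result was seen. The interactions with sex and slide were also fitted after the comparison of the groups was known.

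Of 82 groups of 4 arrays examined for an outlying array, 4 had one, and chance gives about 1 in 20. FSHB was 15.17 on normoxia replicate 3 and 14.22 to 14.37 on the other normoxia arrays (gap over range 0.848). JUNB was 8.44 on normoxia replicate 2 and 8.83 to 8.88 on the others (0.886). LYZ was 7.25 on hypoxia replicate 1 and 6.79 to 6.86 on the others (0.867). VDUP1 was 12.88 on normoxia replicate 1 and 13.55 to 13.67 on the others (0.844). As many groups were outlying as chance would give, and no biological explanation was tested.

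Among called probes whose groups do not overlap, the genes with the largest rises that the paper does not discuss were NFKBIA (1.35 log2 units), JUNB (1.09), CDKN1C (0.81), BMP6 (0.64) and VDUP1 (0.64). None had a limma adjusted p under 0.05. They were picked from 790 named genes for the size of their rise, so the sizes are likely too large, and without 1 array the rise of JUNB went down to 0.64. JUNB rests in part on hypoxia replicate 3, at 11.20, where the other hypoxia arrays were 9.11 to 9.60.

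The immediate-early genes, a list of 40 of which 9 were measured, were all 9 higher after hypoxia, with a median difference of 0.40 log2 units, where random lists matched on intensity gave -0.20 to 0.18. The set was higher by limma's camera (adjusted p = 0.00138 over 13 lists) and fry (adjusted p = 0.014), and by its mean (exact permutation test, two-sided, p = 0.0286, and p = 0.0571 without hypoxia replicate 3), but not after adjustment by camera with an estimated correlation (adjusted p = 0.0895). The paper speaks of immediate-early expression without reporting this list. A single array is argued against, since the median was 0.40 without hypoxia replicate 3 and 0.34 to 0.50 without any 1 array. Probe GC content is argued against too, since the median was 0.41 after the trend on GC content was removed. A linear trend on gestational age or on array brightness is argued against as the whole cause, since the median was 0.49 with age as a covariate and 0.32 with brightness, where random lists gave -0.20 to 0.19 and -0.20 to 0.17. Limma's camera gave adjusted p = 3.03e-04 with age and adjusted p = 0.00137 with brightness. An acute response to hypoxia may lie behind this rise. The handling of the animals stays open and was not tested.

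In a fit with an interaction of hypoxia and sex, 1 probe had a limma adjusted p under 0.05 (A_70_P066011, interaction -4.76 log2 units, adjusted p = 0.00104) and 856 an unadjusted p of 0.05 or below. Its value was 6.07 on hypoxia replicate 1, the only hypoxic female, and 10.64 to 11.12 on the other 7 arrays. With 1 female in each group the term rests on single arrays. Neither a defect of the spot nor a sequence difference under the probe was tested. With an interaction of hypoxia and slide, 2 probes had a limma adjusted p under 0.05 (A_70_P012086, 3.46 log2 units, and A_70_P036251, 3.21) and 971 an unadjusted p of 0.05 or below. These were at 12.65 to 13.43 and 10.67 to 11.35 on normoxia replicates 1 and 2 and at 9.79 to 10.34 and 8.00 to 8.55 on the other 6 arrays. The 2 probes were picked for this term, so their values do not test slide, and a difference between individual animals was not tested.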

How the results depend on the processing

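The array brightness covariate, the removal of the GC trend the filter on 4 arrays and the exact permutation of the list means were chosen after the data were seen. The counts of higher and lower probes were within 1.5 times the values reported under 21 of 23 alternatives, and the cause of the changes below was not tested except where named. With gestational age as a covariate 373 probes were higher and 445 lower, and with array brightness 263 and 288, with 0 adjusted calls in both. Age has 1 fewer degree of freedom and differs between the groups. Without 1 array, 647 to 1194 probes were higher and 966 to 1655 lower.

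The 3 adjusted calls were 0 with the common 75th percentile, 1 with an offset of 0 or 16, no background correction, local subtraction with a floor, cyclic loess, the processed signal minus the 75th percentile, no filter, the mean of the negative controls, spots marked as outliers kept, or trend and robust, 5 with the deposited values, 10 with the filter on 4 arrays and 39 with array weights. Without 1 array they were 0 to 507, the 507 without hypoxia replicate 1.

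Of the Table 6 genes with a probe, 4 were called, 2 with array weights, 2 to 4 without 1 array, and 0 with age or brightness as a covariate. The other alternatives gave 3 to 5.

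Of the 3 hub genes, 2 were called, 1 with the common 75th percentile, an offset of 0, no background correction, local subtraction, the processed signal, sex as a covariate or trend and robust, 0 with age or brightness, and 1 to 2 without 1 array.

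Clustering placed 0 hypoxia arrays with normoxia arrays with the sex effect removed and 4 with the slide effect removed. The exact permutation p of the first component was 0.0571 with the 500 most variable probes and 0.0286 to 0.0571 without 1 array.

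The p-values of limma's camera in this paragraph are unadjusted where not named otherwise, and camera's model is not exact for 4 arrays against 4. The HIF-1 list was called by camera under every alternative but not by the exact permutation of its mean (p = 0.0571), and with age its adjusted p was 0.115. The estrogen list had p = 0.0728 with an estimated correlation (adjusted p = 0.315) and p = 0.145 with age (adjusted p = 0.27), where the exact permutation of its mean gave p = 0.0286, and p = 0.0857 with the deposited values or an offset of 0, 0.0571 with the processed signal and 0.0286 to 0.114 without 1 array. The chaperone list turned lower with age (p = 0.108, adjusted p = 0.265), with brightness (p = 0.308, adjusted p = 0.4) and without normoxia replicate 1 (p = 0.852, adjusted p = 0.852), and the exact permutation of its mean over all arrays gave p = 0.486. The hypothalamic list turned higher with age (p = 0.45, adjusted p = 0.573), with brightness (p = 0.291, adjusted p = 0.4) and without hypoxia replicate 2 (p = 0.524, adjusted p = 0.585; exact permutation p = 0.343), and its camera p without 1 array was 0.264 to 0.999. The anterior lobe list turned higher with the processed signal (p = 0.229; exact permutation p = 0.743). The mitosis list was called lower with brightness and without normoxia replicate 1, the posterior lobe list higher without hypoxia replicate 2, and the muscle list lower by the exact permutation of its mean (p = 0.0286, and p = 0.0571 with the processed signal or the deposited values). Of 13 lists, 5 were called by camera and 3 by exact permutation.

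Of 1146 gene values under an alternative, 984 kept their direction and call, 131 lost a call, 10 gained one and 21 changed sign, all in genes that were not called. With brightness ATIC was 0.072, ESR2 0.0039, LHB -0.062, PTGS1 0.27 and PTGS2 0.34. With age HIF1A was 0.029, POMC -0.021, PTGS1 0.19 and PTGS2 0.094. With the common 75th percentile ESR2 was 0.10 and PRL 0.22. POMC, 0.02 in the values reported, was 0.26 with the common 75th percentile and 0.25 with the processed signal, called in neither. With the processed signal NOS2 was -0.0090, NR3C1 -0.0027 and PRL 0.23. With the GC trend removed POMC was -0.030 and PRL 0.053. Without 1 array NOS2 was -0.062 to 0.21, NR3C1 -0.065 to 0.17 and POMC -0.023 to 0.055.

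The replicate numbers do not pair the samples. Deviations of same-numbered arrays correlated at -0.05, 0.02, 0.12 and -0.10. With the replicate block 831 probes were higher and 1291 lower. Probes near the background and the brightest probes limit what a difference can show.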

Differences from the paper's values

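The paper's count of upregulated genes is 595, and 973 probes were higher here. Of the alternatives set before the data were examined, the replicate block (831) and the fits without hypoxia replicate 2 (721) or 4 (647) or without normoxia replicate 2 (780), 3 (888) or 4 (754) came within 1.5 times the paper's value. The other alternatives did not, from 373 with gestational age as a covariate to 1287 with array weights.

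The paper's count of downregulated genes is 790, and 1430 probes were lower here. Scaling to a common 75th percentile (976) and the fits without hypoxia replicate 2 (1082) or 4 (966) or without normoxia replicate 4 (1109) came within 1.5 times the paper's value. The other alternatives did not, from 445 with gestational age as a covariate to 1655 without hypoxia replicate 1. The counts here are of probes, and in distinct target sequences they are 955 and 1415, while the named genes were 56 higher and 69 lower of 790 retained. With the authors' deposited values 928 probes were higher and 1336 lower.

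Of the 15008 probes, 13568 had no name, so the paper's values for the genes below may come from other probes. No other retained probe was named NR3C1 or ATIC. The paper gives NR3C1 as downregulated, and the difference here was 0.07 log2 units with no call under any alternative. The paper lists ATIC among the upregulated hubs, and the difference here was -0.22 log2 units. ATIC was higher only with the array brightness covariate, chosen after the values were seen, at 0.07, and it was called lower only with the replicate block. For PTGS2 the paper marks a fall on the array as significant, with a difference of -0.9. Here PTGS2 fell by 0.30 log2 units and was called only without hypoxia replicate 3, when it fell by 0.62. With the authors' deposited values the difference of the PTGS2 probe used here was -0.36, so the processing alone does not account for the gap. The paper does not mark FSH on the array, and here FSHB was called at an unadjusted p, with a difference of 0.46. The call was lost in 6 of the 8 fits without 1 array, with gestational age (0.03) or array brightness (0.37) as a covariate and with array weights (0.40).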

Other observations

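The tests of array brightness, of GC content, of low-GC probes, of the anterior lobe and of hypothalamic tissue were chosen after the result was seen.

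The real split of the 8 arrays gave 2403 called probes, and the next of the 35 splits into 4 and 4 gave 2108. This next split exchanged hypoxia replicate 1 and normoxia replicate 1. The median of the other splits was 428.5. Of the 35 splits, 1 gave as many called probes, the real one. This argues against chance as the cause of the number of calls at an unadjusted p. It does not exclude chance, since 1 of 35 is the smallest share that 8 arrays allow. For the adjusted calls chance stays open, since another split had 12 probes with a limma adjusted p under 0.05 against 3 in the real one. With slide as a block 2335 probes were called, but each slide carried 2 arrays of each group, so a slide effect alike in both groups cancels in the differences and this number does not test slide. Probe GC content was not the whole cause, since 2360 probes were called after the trend on GC content was removed.

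Gestational age and array brightness stay open as explanations of the called probes. The hypoxia fetuses were older and their arrays dimmer. Across probes, the slope on age within the groups correlated with the group difference at 0.24 (576 reassignments, one-sided permutation p = 0.111). The slope on brightness correlated at -0.304 (permutation p = 0.104), the sign that dimmer hypoxia arrays call for. Neither p excludes or establishes a part in the difference, and with age as a covariate 818 probes were called, with brightness 551. Of the 2403 probes, 526 were also called with age and 239 with brightness. Either could account for calls that were lost, and for these an effect of hypoxia cannot be told apart from them with these 8 arrays. NEUROD1 (-0.74 log2 units with age and -0.70 with brightness), CDKN1C (0.81 and 0.78), NFKBIA (1.62 and 1.67), JUNB (1.68 and 1.60) and LYZ (-0.86 and -1.05) kept their calls at an unadjusted p with either covariate.

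Probes of low GC content were called lower more often than higher, 688 against 227, while probes of high GC content were called lower in 465 cases and higher in 511. After the GC trend was removed from each array, 53.6% of the called low-GC probes were lower, against 75.2% before. Removing the trend nearly fixes this outcome, so it does not tell whether GC content is the cause.

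Hypoxia replicate 1 lay with the normoxia arrays. Sex stays open. The deviation of hypoxia replicate 1 correlated with that of normoxia replicate 3, the other female, at -0.11 across probes, the lowest of the 4 normoxia arrays. Deviations of same-numbered arrays correlated at -0.10 to 0.12, so a value of this size does not decide. These 2 females were also the first to join hypoxia replicate 1 to another array, at a distance of 31.3. Removing the effect of sex did part the groups, but so did removing an effect shared by hypoxia replicate 1 with normoxia replicate 2 or 4. Of 16 such pairs of arrays 3 did so, the pair of females included. An exchange of labels with normoxia replicate 1 is not settled. On a scale from 0 for normoxia to 1 for hypoxia, made from the other 6 arrays, that array scored 0.292, which argues against it. But hypoxia replicate 1 scored 0.411, also nearer normoxia. Over all pairs of arrays left out, the scores overlapped, at 0.292 to 0.407 for normoxia replicate 1 and 0.352 to 0.43 for hypoxia replicate 1. Slide stays open. Hypoxia replicate 3, on the same slide, was 4.03 farther on average from the normoxia arrays than from the other hypoxia arrays, but the distances overlap, at 38.5 to 46.6 against 38.4 to 40.8. A weaker response of this fetus was not tested.

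CAPN3 and MSTN were lower after hypoxia. Skeletal muscle in some normoxia samples is argued against, since the 4 other muscle genes measured had a median difference of 0.062 log2 units, and MB, an abundant muscle transcript, differed by 0.03. The muscle list as a whole was not lower by limma's camera (adjusted p = 0.427), but its mean fell by 0.38 (exact permutation test, two-sided, p = 0.0286, and p = 0.0571 with the deposited values). Only 6 of its 40 genes were measured, and CAPN3 and MSTN are 2 of them.

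The cathelicidin genes BAC5 fell by 2.20 log2 units (SE 0.88, limma adjusted p = 0.228) and CATHL3 fell by 1.98 (SE 0.81, limma adjusted p = 0.236), both with overlap between the groups (exact permutation tests, two-sided, p = 0.114 and p = 0.143). Their calls were lost in 4 and 5 of the 8 fits without 1 array. CATHL3 was well above background on 2 of the 4 hypoxia arrays, so the floor limits the size of its fall, and its difference was -3.42 to -0.67 under the alternatives of processing and design. The 8 neutrophil granule genes measured were all lower (limma camera, adjusted p = 0.0574, and exact permutation test of the mean, two-sided, p = 0.143). The call of this list at an unadjusted p was lost with fry, with an estimated correlation, with gestational age or array brightness as a covariate, and without hypoxia replicate 2 or normoxia replicate 2. The median difference of 5 genes of this list that are not cathelicidins was -0.23 log2 units. These genes were picked after their values were seen, so the test does not decide whether blood cells in some normoxia samples may account for the fall. The red cell list, with 3 of 20 genes measured, had a limma camera adjusted p = 0.557.

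TAC1 was higher after hypoxia. Whether a different share of posterior lobe could account for this stays open, as the posterior lobe and glia list, with 6 of its 26 genes measured, was not called (limma camera p = 0.0947, adjusted p = 0.205, and exact permutation test of the mean, two-sided, p = 0.686). It was called higher without hypoxia replicate 2 (limma adjusted p = 0.0198) and not without hypoxia replicate 3 (limma adjusted p = 0.561).

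NEUROD1 fell by 1.26 log2 units (standard error 0.19, limma adjusted p = 0.0689), and its other probe fell by 1.17. LYZ fell by 1.00 and CTSS fell by 0.79. A lower share of anterior lobe is argued against for NEUROD1, since the 13 other anterior lobe genes had a median difference of 0.0089 log2 units and none fell by more than GNRHR, at -0.23. The anterior lobe list was not lower by limma's camera (adjusted p = 0.739) or by its mean (exact permutation test, two-sided, p = 0.0857).

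AGRP and NPY varied together across the 8 arrays (Pearson r = 0.979, Spearman rho = 0.905, permutation p = 3.2e-04 and 0.00445, adjusted p = 0.00192 over 6 relations). Without the 2 arrays farthest from the median, r was 0.955, and within the groups it was 0.978. Of the 5 other genes of the hypothalamic list, 3 correlated positively with AGRP. SST did so at 0.865 (permutation p = 0.00826, adjusted p = 0.0248, 0.905 within the groups), TAC3 at 0.737 (permutation p = 0.0397, adjusted p = 0.0794) and PMCH at 0.0539, while TAC1 was at -0.0789 and OXT at -0.44. Hypothalamic tissue in some samples may account for NPY and SST, but OXT, PMCH and TAC1 did not follow, and the test does not settle it. The list did not differ between the groups (limma camera, adjusted p = 0.739).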
